A study of Homo sapiens with 17 samples. Its data were reported in "BRD8 Guards the Pluripotent State by Sensing and Maintaining Histone Acetylation" (2024).

How the data were processed

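CUT&Tag, in which an antibody bound to chromatin directs the Tn5 transposase to cut and tag the DNA beside it, was performed on H1 cells, an established human pluripotent stem cell line. The 17 libraries covered 4 antibodies. H3K4me1 and H3K27ac are histone modifications found at enhancers and at active enhancers and promoters. HNRNPU is a nuclear RNA-binding protein. POLIIS2P is the name the labels give to the remaining antibody. The list of primary antibodies in the labels' protocol names H3K27ac and HNRNPU but neither H3K4me1 nor POLIIS2P, so the identity of these antibodies rests on the sample titles and, for H3K4me1, the series' design text. Per the labels, cells received virus carrying an shRNA against HNRNPU (shHNRNPU#1 or shHNRNPU#2) or against luciferase (shLUC, the control) and were selected with puromycin, and the HNRNPU libraries came from untransfected cells. Groups and replicate numbers were taken from the sample titles. The paper under which the study is listed describes mouse pluripotent cells and not these human libraries, so its methods were not taken as the methods behind these files.

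The authors deposited 1 list per library with a summit, the base of highest signal, for each called peak. Each summit carries a score, and the deposited scores were read as −log10 of a q-value or p-value because the lists have the layout of MACS summit files and begin at round significance levels. The lowest score was 2.00 to 2.01 in the 12 histone libraries and 1.30 in the 5 HNRNPU and POLIIS2P libraries, which correspond to calling thresholds of 0.01 and 0.05. Each of these lists belonged to a single library, so peaks were taken as called per library. The labels name no aligner, peak caller or control library. The score is the authors' value for a peak within its own list and was used only to rank or filter summits of that list. A further deposited list gave 48095 HNRNPU intervals of 400 bp for both repeats together, with a score of 0 throughout, and was used for positions only. Read depth is unknown, and the number of called summits is not a substitute for it. A deeper library gives more summits and higher scores, so most comparisons used the 20000 highest-scoring summits of each library. Equal list lengths do not remove the difference in quality between a shallow and a deep library.

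For the 4 shLUC histone libraries the sample titles and the peak names inside the files gave opposite antibodies. Groups follow the titles. Each H3K4me1 and H3K27ac comparison was made as labelled and again with the antibody names of these libraries exchanged, a choice made before the data were examined. Sets that join both histone antibodies do not depend on the choice.

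The genome build is not named in the labels or the lists. Among the H3K27ac and POLIIS2P lists of shHNRNPU cells, 20.4% to 37.7% of the strongest summits lay within 1000 bp of an end of a protein-coding gene of the RefSeq table for GRCh38.p14. After moving the summits by 5000, 20000 or 100000 bp in either direction the share was 3.89% to 8.58%. Coordinates are therefore read as GRCh38 and are given as the summit's base counted from 1. The gene table held 20037 protein-coding genes without strand or exons. For this reason the planned share at transcription start sites became the share within 1000 bp of either end of a protein-coding gene (the gene-end share), and the planned promoter, exon, intron and intergenic classes became gene end, gene body and intergenic. A gene-end share counts transcription end sites as well as start sites.

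Summits of different libraries counted as shared when within 250 bp, and the overlap of 2 lists was the mean of the share in both directions. HNRNPU sites were summits of the first repeat with a summit of the second within 250 bp. An HNRNPU site carried a mark when a summit lay within 500 bp. The background came from 100 circular shifts of the HNRNPU sites along their chromosomes (random seed 1). To count condition-specific sites, the strongest summits of 6 libraries were chained into sites at 250 bp, and a site counted when it was present in all libraries of one condition and absent from all of the other. For retention, the share of a shLUC library's summits found in a shHNRNPU library minus the share found in the other shLUC repeat was computed at summits within 500 bp of an HNRNPU site, and the same difference at other summits was subtracted.

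Differences between 4 shHNRNPU and 2 shLUC libraries were tested with exact permutation tests over all 15 assignments, two-sided except for the overlap within against between conditions, which was one-sided. The smallest p-value possible is 0.0667, so no comparison of this design can pass 0.05. The assignments treat both shRNAs as alike, so a difference between the shRNAs can raise the p-value. Wilson intervals at the 95% level are given for shares of the single POLIIS2P shHNRNPU library. They cover counting error only. The named sites followed a rule fixed before the data were examined. It took the HNRNPU gene, the 5 HNRNPU sites with the highest mean score percentile and, per antibody and direction, the 3 condition-specific sites at a protein-coding gene end with the highest mean score percentile. Percentiles were taken within each list. Alternatives were the 10000 strongest or all deposited summits, a score of at least 10, other distances, the ends of all genes, autosomes only, each shRNA alone, the series-wide HNRNPU list, each library left out in turn and assignments restricted to the same replicate number. The site counting was tested on simulated lists of 20900 sites with 600 lost and 300 gained sites planted, and 600 and 300 were found. The planted sites were far apart and present in every library meant to hold them. Full recovery therefore checks the counting only. It does not show how many changes are found when repeats share only part of their summits. Python 3.11.15, numpy 2.4.6 and scipy 1.17.1 were used.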

Results

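The role of HNRNPU in the chromatin of human pluripotent stem cells was addressed by comparing H1 cells with an shRNA against HNRNPU with cells carrying a control shRNA (shLUC). For each of H3K4me1 and H3K27ac there were 4 shHNRNPU libraries, from 2 shRNAs with 2 repeats each, and 2 libraries labelled shLUC. HNRNPU itself was profiled in 2 libraries of untransfected cells. POLIIS2P was profiled in 1 shHNRNPU#1 library and 2 shLUC libraries. Read depth was unknown. H3K4me1 lists of shHNRNPU cells held 147145 to 214333 summits and H3K27ac lists of shHNRNPU cells 40487 to 85142. The libraries labelled H3K4me1 shLUC held 62449 and 90914 summits, and those labelled H3K27ac shLUC held 179137 and 181357. The HNRNPU lists held 35526 and 34649 summits. The POLIIS2P lists held 79949 summits in shHNRNPU cells and 87456 and 85517 in shLUC cells. Repeats of a group shared 1.69% to 8.70% of summits at the same base, and none was a copy of another.

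The knocked-down gene was examined first. Every library had between 1 and 8 summits at the HNRNPU gene on chromosome 1. In POLIIS2P libraries the highest of them was at the 99.7th percentile of its list in shHNRNPU cells (position 244863090) and at the 99.5th percentile in both shLUC libraries (position 244863177). In the HNRNPU libraries it was at the 86.6th and 76.8th percentile. These assays do not measure the HNRNPU transcript or protein, so the depth of the knockdown is not known from them.

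The antibody names of the shLUC histone libraries were then compared with their content. The strongest summits of H3K4me1 shHNRNPU libraries overlapped each other by 69.8% to 74.8%, and those of H3K27ac shHNRNPU libraries by 46.9% to 54.6%. Between the antibodies the overlap in shHNRNPU cells was 18.8% to 26.9%. The libraries labelled H3K27ac shLUC overlapped H3K4me1 shHNRNPU libraries by 68.2% to 73.5% and H3K27ac shHNRNPU libraries by 18.2% to 25.8%. The libraries labelled H3K4me1 shLUC overlapped H3K27ac shHNRNPU libraries by 46.4% to 55.5% and H3K4me1 shHNRNPU libraries by 20.9% to 24.3%. In each of these 4 libraries the overlap with the antibody of its title was thus the lower one. Each comparison below of H3K4me1 or of H3K27ac between conditions therefore has a value as labelled and a value with the names exchanged. Comparisons of both histone antibodies joined and of POLIIS2P do not depend on these names.

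**Figure D1:**
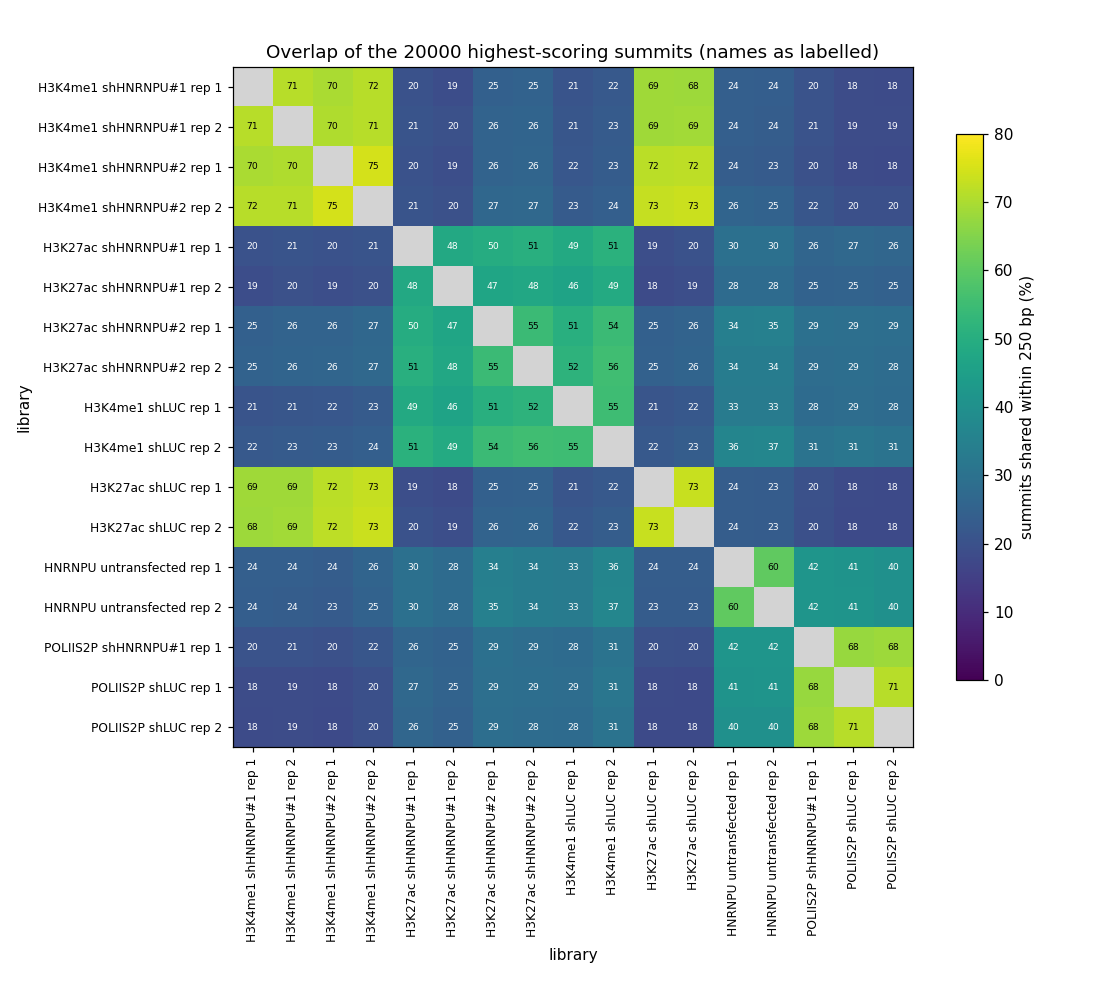
Overlap of the 20000 highest-scoring summits between all 17 libraries, named as labelled, as the percentage of summits shared within 250 bp (colour and number, mean of both directions). The libraries labelled H3K27ac shLUC share 68.2% to 73.5% with the H3K4me1 shHNRNPU libraries, and those labelled H3K4me1 shLUC share 46.4% to 55.5% with the H3K27ac shHNRNPU libraries.

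To ask whether the number of called sites changed, summit counts were compared on the log2 scale. As labelled, the mean log2 count for H3K4me1 was 1.17 higher in shHNRNPU than in shLUC libraries and that for H3K27ac fell by 1.57, each with an exact permutation p of 0.0667, the smallest the design allows. With the names exchanged, the differences were -0.08 for H3K4me1 (exact permutation p = 0.800) and -0.32 for H3K27ac (exact permutation p = 0.467). These are within 1 SD of the shHNRNPU libraries, which was 0.25 for H3K4me1 and 0.49 for H3K27ac. With the shHNRNPU#1 libraries alone they were -0.27 and -0.72, beyond that SD, and with the shHNRNPU#2 libraries alone 0.10 and 0.09. As labelled, the alternative that moved the counts most was a minimum score of 10, which gave differences of 2.73 for H3K4me1 and -3.49 for H3K27ac on the log2 scale.

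The overlap within conditions was compared with the overlap between them. As labelled, it was 69.2% within and 22.5% between for H3K4me1 and 53.1% within and 22.1% between for H3K27ac (one-sided exact permutation p = 0.0667 for each). After exchange of the names, H3K4me1 libraries overlapped by 71.8% within and 70.6% between conditions, a difference of 1.20 percentage points (exact permutation p = 0.133). H3K27ac libraries overlapped by 50.5% within and 50.9% between (exact permutation p = 0.533). With both shRNAs together, neither difference after exchange exceeded the SD of the overlaps among the shHNRNPU libraries, 1.73 percentage points for H3K4me1 and 2.73 for H3K27ac. With the shHNRNPU#1 libraries alone both did, at 3.81 percentage points for H3K4me1 and 3.04 for H3K27ac. The H3K27ac excess rested on the shLUC pair, which overlapped by 55.1%. The H3K27ac shHNRNPU#1 libraries overlapped each other by 48.4% and the shLUC libraries by 46.4% to 51.1%. The shHNRNPU#2 libraries alone gave 1.45 and 1.78.

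Condition-specific sites were counted next. As labelled, 13779 of 52560 H3K4me1 sites were condition-specific, of which 6902 were lost and 6877 gained in shHNRNPU cells. For H3K27ac, 12281 of 58808 sites were, with 8370 lost and 3911 gained. The largest count in any other split of the 6 libraries was 1193 for H3K4me1 and 1861 for H3K27ac. With the names exchanged, 899 of 35551 H3K4me1 sites (571 lost, 328 gained) and 994 of 50484 H3K27ac sites (743 lost, 251 gained) were condition-specific. Another split of the same libraries gave more, 1142 sites for H3K4me1 and 1255 for H3K27ac, and for each antibody 2 of the 15 splits gave at least as many as the real one. Absence from the 20000 strongest summits was not always absence of a deposited summit. As labelled, 37.9% of the lost and 10.1% of the gained H3K4me1 sites had a weaker deposited summit within 250 bp of the site centre in every library of the other condition, and 23.02% and 65.9% had none there in any of these libraries. For H3K27ac as labelled, 0.669% of the lost and 56.5% of the gained sites had a weaker summit in every such library, and 65.3% and 26.4% had none in any. After exchange, 83.0% of the lost and 93.3% of the gained H3K4me1 sites had a weaker deposited summit there in every library of the other condition. For H3K27ac this held for 7.94% of the lost and 47.0% of the gained sites, and 13.2% and 17.9% had no deposited summit there in any library of the other condition.

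The condition-specific sites with the highest scores at protein-coding gene ends, as labelled, lay in part at the same genes, in opposite directions for the 2 antibodies. A site on chromosome 17 at FLCN was lost for H3K4me1 (position 17237211, mean percentile 99.99) and gained for H3K27ac (position 17237239, 99.99). A site on chromosome 11 at RDX (position 110174367) was gained for H3K4me1 at a mean percentile of 99.90 and lost for H3K27ac at 99.81. A site on chromosome 15 at AKAP13 was gained for H3K4me1 (position 85748949, 99.86) and lost for H3K27ac (position 85748936, 99.89). The other sites under the rule were at RHBDD3 and LSR (lost, H3K4me1), DAGLA (gained, H3K4me1), ERMN (lost, H3K27ac) and ZNF300 and UQCRC2 (gained, H3K27ac). If the shLUC names are exchanged in the titles, each comparison as labelled sets H3K4me1 against H3K27ac. Opposite changes at the same gene would then arise without any effect of the knockdown. The sites as labelled can therefore not be read as responses to HNRNPU. After exchange of the names the H3K4me1 sites were at lower mean percentiles, 94.9 at COL12A1 (chromosome 6, position 75085269), 94.8 at CYB561D1 and 94.4 at GPR19 for lost sites and 95.6 at SDSL (chromosome 12, position 113422305), 95.4 at UBE3C and 95.1 at USPL1 for gained sites. Each of these 6 sites had a weaker deposited summit in every library of the other condition. For H3K27ac with the names exchanged, ZC3H15 on chromosome 2 appeared both as lost (position 186486206, mean percentile 98.6) and as gained (position 186486536, 93.6), and the neighbouring ends of FAM228B (lost, position 24076948, 95.0) and SF3B6 (gained, position 24076546, 96.2) formed a like pair. All libraries of the other condition had a strong summit within 500 bp of each of these 4 sites. The remaining H3K27ac sites were at SLTM (lost, 95.5) and FAM169A (gained, 97.0). A strong summit lay within 500 bp in 3 of 4 libraries of the other condition for SLTM and 0 of 2 for FAM169A.

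Whether the marks moved between gene ends and distal sites was addressed with the gene-end share. H3K4me1 shHNRNPU libraries had a gene-end share of 7.64% ± 0.327 (SD, n = 4) and H3K27ac shHNRNPU libraries one of 21.9% ± 1.52 (SD, n = 4). The share was 24.4% ± 1.69 (SD, n = 2) in the libraries labelled H3K4me1 shLUC and 7.11% ± 0.301 (SD, n = 2) in those labelled H3K27ac shLUC. As labelled, the difference between shHNRNPU and shLUC was -16.7 percentage points for H3K4me1 and 14.8 for H3K27ac (two-sided exact permutation p = 0.0667 for each). Exchanging the names gave 0.523 percentage points for H3K4me1 (exact permutation p = 0.133) and -2.51 for H3K27ac (exact permutation p = 0.200). Both were larger than 1 SD of the shHNRNPU libraries. Without the second repeat of the libraries labelled H3K4me1 shLUC, the H3K27ac difference was -1.31. The H3K27ac difference changed direction, to 0.695 percentage points, when all deposited summits were used. As labelled, the differences shrank to -3.73 for H3K4me1 and 4.67 for H3K27ac with all deposited summits. They grew to -25.3 and 21.5 with the 10000 strongest.

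**Figure D2:**
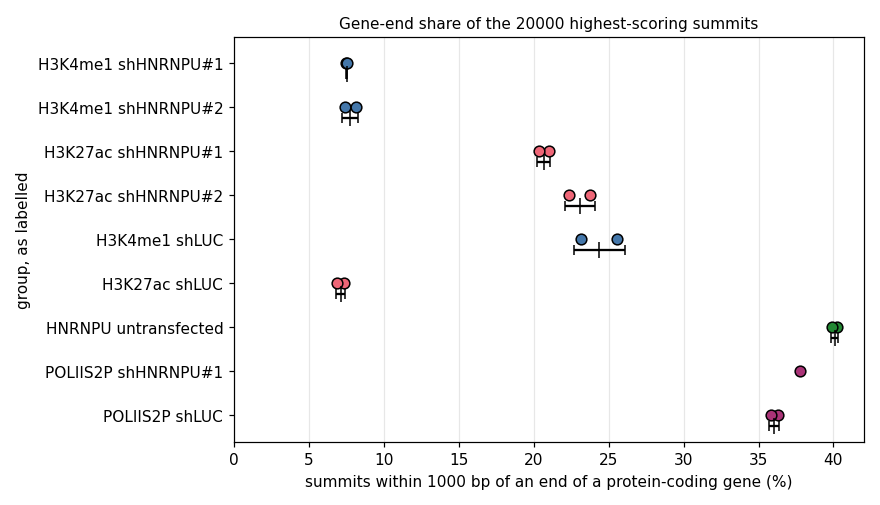
Share of the 20000 highest-scoring summits within 1000 bp of an end of a protein-coding gene (horizontal axis, %) for each library, by group as labelled. Points are libraries and the bars below them are the mean and SD of 2 repeats. The libraries labelled H3K4me1 shLUC lie at 23.2% and 25.6%, beside the H3K27ac shHNRNPU libraries, and those labelled H3K27ac shLUC at 7.33% and 6.90%.

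The location of HNRNPU itself was determined in untransfected cells. Of the summits, 29.2% ± 0.437 (SD, n = 2) were at gene ends, 38.1% ± 0.156 in gene bodies and 32.8% ± 0.281 intergenic. The share at gene ends was 52.6% among the 10000 strongest summits. The repeats shared 60.5% of their 20000 strongest summits. Of all summits of the first repeat, 48.5% had a summit of the second within 250 bp, which gave 17226 HNRNPU sites. At these sites the gene-end share was 42.1%, against 2.47% to 3.11% in 100 circular shifts. The deposited series-wide list was broader. Of its 48095 intervals, 38.1% held a summit of both repeats, 59.8% a summit of one repeat and 2.12% a summit of neither.

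The 5 strongest HNRNPU sites were on chromosome 1 at position 634029, within nuclear copies of mitochondrial genes (MTCO2P12 and MTATP6P1), on chromosome 3 at position 125916168 (FAM86JP), on chromosome 8 at position 12436854 (FAM86B2), on chromosome 16 at position 5098114 (EEF2KMT) and on chromosome 1 at position 173868299 (GAS5 and ZBTB37). Their mean percentiles ranged from 99.99 to 100. The site on chromosome 1 at position 634029 was absent from the strongest summits of all 12 histone libraries. FAM86JP, FAM86B2 and EEF2KMT belong to a family of similar genes, and reads of similar genes cannot always be placed with certainty.

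The marks at HNRNPU sites were then compared between conditions. A strong H3K4me1 summit lay within 500 bp of 25.7% ± 1.03 (SD, n = 4) of the HNRNPU sites in shHNRNPU cells, and a strong H3K27ac summit within 500 bp of 37.4% ± 3.53 (SD, n = 4). The share was 41.9% ± 2.80 (SD, n = 2) in the libraries labelled H3K4me1 shLUC and 24.9% ± 0.0452 (SD, n = 2) in those labelled H3K27ac shLUC. In the shifts no library reached more than 0.987%. As labelled, the difference was -16.2 percentage points for H3K4me1 and 12.5 for H3K27ac (two-sided exact permutation p = 0.0667 for each). Both changed direction with all deposited summits, to 15.4 and -24.6 percentage points. They shrank to -5.05 and 3.21 with the series-wide HNRNPU list. With the names exchanged the difference was 0.750 percentage points for H3K4me1 (exact permutation p = 0.467) and -4.47 for H3K27ac (exact permutation p = 0.200). The first was smaller and the second larger than 1 SD of the shHNRNPU libraries. The H3K4me1 difference was 0.239 without shHNRNPU#2 replicate 2, and the H3K27ac difference was -2.49 without the second repeat of the libraries labelled H3K4me1 shLUC. With all deposited summits the exchanged differences were -0.235 for H3K4me1 and -8.98 for H3K27ac, and with the series-wide HNRNPU list 0.234 and -2.07. The H3K27ac difference was -7.42 percentage points with the shHNRNPU#1 libraries alone and -1.52 with the shHNRNPU#2 libraries alone. The shHNRNPU#1 libraries for H3K27ac also had the fewest summits of the histone libraries, 51655 and 40487.

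**Figure D3:**
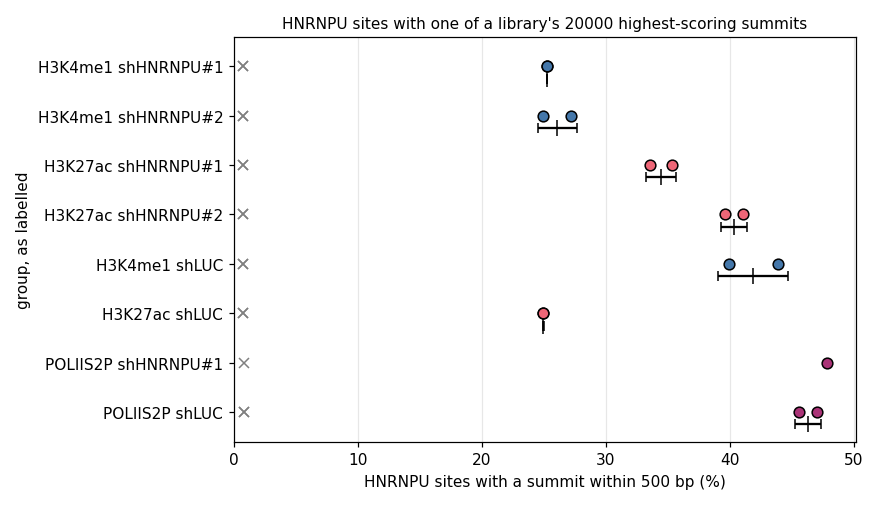
Share of the 17226 HNRNPU sites with one of a library's 20000 highest-scoring summits within 500 bp (horizontal axis, %), by group as labelled. Points are libraries, bars below them are the mean and SD of 2 repeats, and crosses are the mean of 100 circular shifts of the sites. All histone and POLIIS2P libraries lie between 24.9% and 47.8%, and the shifts below 1%.

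Retention of summits was compared between HNRNPU sites and other summits, without a test since there were only 2 starting libraries. As labelled, retention at HNRNPU sites relative to other summits was -17.4 percentage points for H3K4me1 (range over 8 library pairs -21.9 to -12.5) and 21.0 for H3K27ac (17.9 to 25.2). Exchanging the names gave 3.45 percentage points for H3K4me1 (0.373 to 5.40) and -4.57 for H3K27ac (-10.2 to 1.87). In the exchanged H3K4me1 comparison, 80.6% of the shLUC summits at HNRNPU sites were found in shHNRNPU libraries and 80.7% in the other shLUC repeat. For H3K27ac these shares were 67.1% and 74.2% at HNRNPU sites and 41.9% and 44.4% at other summits. The range for H3K27ac included 0. The exchanged H3K27ac value was -1.33 at gene-end and -5.19 at distal summits. It was -1.13 with all deposited summits and -5.18 with the 10000 strongest.

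Both histone antibodies were joined so that the result did not depend on the names. A summit of either lay at 50.4% ± 2.15 (SD, n = 4) of the HNRNPU sites in shHNRNPU sets and at 53.7% ± 1.89 (SD, n = 2) in shLUC sets. The difference of -3.27 percentage points had an exact permutation p of 0.133. It was -5.07 with the shHNRNPU#1 sets alone and -1.46 with the shHNRNPU#2 sets alone. With the series-wide HNRNPU list it was -1.76. The gene-end share of the joined sets was 14.8% ± 0.780 (SD, n = 4) and 15.7% ± 0.695 (SD, n = 2). This difference of -0.992 percentage points had an exact permutation p of 0.200, and it was 0.223 with all deposited summits.

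POLIIS2P was compared without a test, since shHNRNPU cells had 1 library. Its log2 summit count differed from the mean of the shLUC libraries by -0.11. The strongest summits of the shHNRNPU#1 library overlapped the shLUC libraries by 67.6% and 68.4%, and the shLUC libraries overlapped each other by 71.5%. The gene-end share was 37.7% in the shHNRNPU#1 library (95% Wilson interval 37.1% to 38.4%) and 36.3% and 35.8% in the shLUC libraries. A POLIIS2P summit lay at 47.8% of the HNRNPU sites in the shHNRNPU#1 library (95% Wilson interval 47.1% to 48.5%) and at 47.0% and 45.6% in the shLUC libraries. With all deposited summits this last difference changed from 1.50 to -1.97 percentage points. It was 0.514 with the series-wide HNRNPU list, 2.22 without shLUC replicate 1 and 0.778 without shLUC replicate 2.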

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

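The tests in this part were chosen after the values were seen. Among the 4 H3K4me1 shHNRNPU libraries, shHNRNPU#2 replicate 2 stood apart from the others in its share of HNRNPU sites with a strong summit, 27.2% against 24.95% to 25.3%. Its gap to the nearest library was 0.856 of the whole range. This was the 1 flag among 6 groups of 4 libraries examined, at a level that chance alone passes in about 5% of groups. A larger share of gene-end summits in this library would raise its share only at HNRNPU sites near gene ends. At the 9974 HNRNPU sites away from gene ends it was still 2.08 percentage points above the next library, while the others spanned 0.421 percentage points, which argues against gene-end summits as the whole cause. The library also had the longest list, 214333 summits, so its depth may have sharpened the ranking of its summits. The library with the next longest list had the lowest share, 24.95%, but 4 libraries are too few to exclude a part played by depth. The repeats of one shRNA differ here, and no biological explanation was tested.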

How the results depend on the processing

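The alternatives for the comparisons with exchanged names were combined after seeing the data. The others were set before. No comparison can pass 0.05 in this design, so only directions and sizes are compared, and a kept direction says nothing about significance. Of 154 alternatives to the 12 results as labelled, 11 changed sign. Another 20 kept their sign but moved. Counts of sites, with or without a test, counted as moved at a change of more than 1.5 times. Other alternatives counted as moved only without a test, when they changed by at least the spread between replicates or had no such spread to compare with. The other 123 kept their sign without such a move. Of 142 alternatives to the 12 results with exchanged names, 10 changed sign, 18 moved in this way and 114 did neither. Of 44 alternatives to the other 7 results, 2 changed sign, 4 moved and 38 did neither. For tested differences other than counts of sites only the sign was counted, whatever the size.

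Exchanging the shLUC antibody names changed the results as labelled as follows. For H3K4me1 the difference in log2 summit count became -0.0834, the gene-end share difference 0.523, the difference at HNRNPU sites 0.750 and the retention 3.45 percentage points, and condition-specific sites numbered 899. For H3K27ac the overlap difference became -0.432, the gene-end share difference -2.51, the difference at HNRNPU sites -4.47 and the retention -4.57 percentage points, and condition-specific sites numbered 994.

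A minimum score of 10 kept the direction of the log2 summit count differences as labelled but enlarged them to 2.73 for H3K4me1 and -3.49 for H3K27ac. With exchanged names it also kept the direction, at -0.125 for H3K4me1 and -0.628 for H3K27ac.

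With all deposited summits, lists of unequal length were compared, which by construction favours longer lists. As labelled, the difference at HNRNPU sites became 15.4 percentage points for H3K4me1 and -24.6 for H3K27ac, H3K4me1 retention became 1.48, and condition-specific sites numbered 63226 and 81536. With exchanged names, the H3K4me1 difference at HNRNPU sites became -0.235, the H3K27ac gene-end share difference 0.695, and condition-specific sites numbered 5761 for H3K4me1 and 3850 for H3K27ac. The exchanged H3K27ac difference at HNRNPU sites kept its direction but became -8.98, and the exchanged H3K27ac retention became -1.13. The joined gene-end share difference became 0.223, the POLIIS2P overlap difference -2.55 and the POLIIS2P difference at HNRNPU sites -1.97 percentage points. With the 10000 strongest summits, condition-specific sites numbered 7711 for H3K4me1 and 6880 for H3K27ac as labelled and 498 and 492 with exchanged names, H3K27ac retention as labelled was 17.8, the POLIIS2P gene-end share difference was 2.62 and the HNRNPU gene-end share 52.6%. The HNRNPU gene-end share was 35.3% within 2500 bp. Retention as labelled was -4.44 percentage points at distal H3K4me1 summits and 33.8 at gene-end H3K27ac summits. The cause was not tested for these.

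The shRNAs differed in the size, and in 1 measure the direction, of the differences with exchanged names. The difference between the shRNAs was not tested. The log2 summit count difference was -0.269 for H3K4me1 and -0.720 for H3K27ac with shHNRNPU#1 alone and 0.102 and 0.0873 with shHNRNPU#2 alone. The overlap within minus between conditions was 3.81 and 1.45 percentage points for H3K4me1 and became 3.04 and 1.78 for H3K27ac, with shHNRNPU#1 and shHNRNPU#2 alone. For H3K27ac with shHNRNPU#1 the excess rested on the overlap of the shLUC pair, 55.1%, as the shHNRNPU#1 pair overlapped by 48.4%. The cause of the differences in overlap was not tested further. The gene-end share difference was 0.408 and 0.638 for H3K4me1 and -3.71 and -1.31 for H3K27ac, and the difference at HNRNPU sites 0.345 and 1.16 for H3K4me1 and -7.42 and -1.52 for H3K27ac. For the joined sets the difference at HNRNPU sites was -5.07 and -1.46 and that in gene-end share -1.65 and -0.335. With shHNRNPU#1 alone, all 10 tested differences with exchanged names and both joined differences had an exact permutation p of 0.333, the smallest that 2 against 2 libraries allow. Condition-specific sites numbered 3113 and 2192 for H3K4me1 and 3532 and 3070 for H3K27ac with shHNRNPU#1 and shHNRNPU#2 alone, since fewer libraries have to share or lack a site.

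Leaving out 1 of 6 libraries in turn gave, as labelled, H3K4me1 log2 count differences of 0.90 to 1.45, overlap differences of 44.6 to 49.8, gene-end share differences of -17.9 to -15.55 and differences at HNRNPU sites of -18.2 to -14.2 percentage points, and condition-specific sites of 14766 to 21993. The H3K27ac overlap difference as labelled was 27.1 to 34.0. With exchanged names, the H3K27ac overlap difference ran from -2.73 to 0.469 and was positive in 4 of the 6 fits, and condition-specific sites from 1247 to 3170 for H3K4me1 and from 1542 to 5745 for H3K27ac. The H3K27ac differences with exchanged names kept their direction but depended on single libraries, at -0.587 to -0.0456 for the log2 count, -3.70 to -1.31 percentage points for the gene-end share and -6.45 to -2.49 at HNRNPU sites. In each of these ranges both ends came from leaving out a library labelled H3K4me1 shLUC. The H3K4me1 values with exchanged names were -0.194 to -0.0136 for the log2 count, 0.310 to 0.735 for the gene-end share and 0.239 to 0.992 at HNRNPU sites. With exchanged names the real split reached the smallest p of its test, 0.1 over 10 assignments, for the H3K4me1 gene-end share without either shHNRNPU#2 library, for the H3K27ac gene-end share without shHNRNPU#2 replicate 1, and for the condition-specific sites of both antibodies without either shHNRNPU#1 library. The joined gene-end share difference was -1.48 to -0.501. The joined difference at HNRNPU sites was -4.60 to -1.93 percentage points across these fits. Where a shLUC library was left out, 1 remained and no test was made. The POLIIS2P overlap has no value without a shLUC library.

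The replicate numbers are shared between groups, but same-numbered libraries did not deviate together. The correlation of the repeat difference across sites between groups was -0.0124 to 0.0115. With a replicate block, the differences are unchanged by construction and the smallest possible p is 0.111. The blocked exact permutation p was 0.111 for the 6 results as labelled that were tested so, 0.333 for the H3K27ac differences at HNRNPU sites (-4.47 percentage points) and in gene-end share with exchanged names, and 0.222 for the joined difference at HNRNPU sites. The remaining blocked p-values were between 0.111, the smallest possible, for the H3K4me1 gene-end share with exchanged names (0.523 percentage points) and 0.778. The block changed no call. No paired analysis was possible for POLIIS2P because shHNRNPU cells had 1 library.

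Read depth being unknown limits the comparison of H3K27ac. Its lists differed more than 2-fold in length, and the score of the summit at rank 20000 was 4.81 in the shortest and 9.40 in the longest list of the exchanged comparison.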

Other observations

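The tests in this part were chosen after the values were seen, except the overlap of the shLUC libraries with both antibodies, which was planned. In all 4 shLUC histone libraries the content followed the other antibody's shHNRNPU libraries. In each, the lowest overlap with the other antibody exceeded the highest overlap with the antibody of its title, by at least 23.5 percentage points. The names of peaks inside the lists also gave the other antibody. An exchange of the names in the sample titles is a candidate explanation, and the test could have come out the other way. By summit positions alone, such an exchange cannot be told apart from a knockdown that turned each mark into the pattern of the other. The labels in doubt are those of all controls. A knockdown would not change the peak names, so these argue against that reading in all 4 libraries. Such a knockdown would also have to leave the conditions alike after exchange, where H3K4me1 overlap within and between conditions differed by 1.20 percentage points. With the names exchanged and all 6 libraries per antibody, each tested difference between shHNRNPU and shLUC cells was matched or exceeded by at least 1 other of the 15 splits. Such a split can separate the shRNAs, so this does not show that the differences arose by chance. For H3K4me1 with exchanged names, shHNRNPU#2 libraries overlapped shLUC libraries by 71.8% to 73.5% and shHNRNPU#1 libraries by 69.8% to 71.5%. Some tests with a library left out, with a replicate block or with a single shRNA, among them all those with shHNRNPU#1 alone, had the real split as the most extreme, as given with the dependence on processing.

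HNRNPU summits were placed on chromosome X more often than H3K27ac summits. Of the 20000 strongest summits, 2.66% ± 0.223 (SD, n = 2) were on X for HNRNPU and 1.06% ± 0.0671 (SD, n = 4) for H3K27ac in shHNRNPU cells, a ratio of 2.51. On the other chromosomes the ratio ranged from 0.705 on chromosome 21 to 1.20 on chromosome 11. POLIIS2P had 1.88% ± 0.111 (SD, n = 3) on X. The difference in list length does not account for it, as the lowest HNRNPU share was 1.37 percentage points above the highest H3K27ac share at equal length. Nor does the higher gene-end share of HNRNPU, as the lowest HNRNPU share was at least 1.17 percentage points above the highest H3K27ac share among gene-end and among distal summits. H3K4me1 in shHNRNPU cells had 1.16% on X among the 20000 strongest summits and 2.14% among all. Among all summits POLIIS2P had 2.14%, HNRNPU 2.55% and H3K27ac in shHNRNPU cells 1.17%. A low share of H3K27ac on X therefore remains open. The HNRNPU libraries came from untransfected cells and were called at another threshold, so a difference between cultures remains open too. A greater presence of HNRNPU on X also remains open and was not tested.

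Of the 25 strongest HNRNPU sites, 9 lay at genes of the FAM86 family, on several chromosomes. EEF2KMT, also named FAM86A in the gene table, is one of them. Of 15 genes of the family, 13 had a summit in the top 1% of both HNRNPU lists. Of 4661 protein-coding genes with a summit above the 90th percentile in every POLIIS2P list, 5.39% did. The median percentile of the family's genes was 99.9 in the HNRNPU lists, 96.5 in the POLIIS2P lists and 86.3 in the H3K27ac shHNRNPU lists. Reads shared between near-identical copies may raise all lists at these genes, and the lower rank of 86.3 for H3K27ac does not exclude that, because its level without shared reads is unknown. Among 8 other families of similar genes, the near-identical copies in general could be compared at only 7 active genes, of which 0 had such a summit, too few to decide. These families did not include the ribosomal RNA genes. Copies of these on chromosome 21 were among the 25 strongest sites, RNA45SN2 at rank 6 and RNA45SN1 at rank 12. Similar copies outside FAM86 thus also reached the strongest sites. Both explanations cannot be told apart from strong HNRNPU binding at the family without reads.

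The strongest HNRNPU site, on chromosome 1 at position 634029, lies in a nuclear copy of mitochondrial sequence. It had a summit within 500 bp in 3 of the 17 libraries, both HNRNPU libraries and the POLIIS2P shHNRNPU#1 library, and in none of the 12 histone libraries or the POLIIS2P shLUC libraries. Mitochondrial reads placed on the nuclear copy in these 3 libraries are a candidate source. The alternative of binding at the site cannot be told apart from it without reads.

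Nearly all HNRNPU sites coincided with signal of another antibody. Only 113 of the 17226 sites, 0.656%, had no deposited summit of the other 15 lists within 500 bp, against 84.4% to 86.5% in 100 circular shifts. Antibody-independent cutting of accessible DNA by Tn5 could produce this, as could HNRNPU at active chromatin. They cannot be told apart here, since no library with a control antibody, and no HNRNPU library of shHNRNPU cells, was analysed here.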
